A study of Mus musculus with 1183 samples.

How the data were processed

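The series holds single-cell RNA-seq of immune cells from the distal lung of mice at postnatal day 7 that had been kept in hyperoxia, a raised oxygen level used to injure the developing lung. Cells had been sorted into wells of plates, and libraries were made with the Tn5 transposase, which cuts cDNA and adds sequencing adapters in the same step, per the labels' protocols. Each of the 1183 samples is 1 cell. Sex, animal, sorting gate, plate, sequencing run and cell subtype were taken from the labels. They name 1 female and 1 male animal, so the animal is the replicate and the cells are not. Samples kept at normal oxygen were not analysed here, and no effect of hyperoxia was estimated.

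The values used were raw read counts per gene and cell, as the authors deposited them. They are whole numbers from 0 to 740785 over 18072 genes, of which 60 had no read in any cell. No molecular identifiers are named in the labels, so reads amplified from the same molecule were counted separately. The aligner, the counting program, the genome build, the annotation and any filter on genes are not stated in the labels or the file headers. For that reason genes are given by the symbols in the count table and no coordinates are printed. No symbol beginning with Rpl or Rps and a digit, with mt-, or with Gm and a digit occurs in the table. Messages under those names therefore played no part in library sizes or tests. Symbols beginning with Rpl or Rps without a digit next were not looked for. Overlapping, antisense and near-identical genes cannot be separated without knowing how reads were assigned, and the values of gene families such as the mast cell proteases, the Ccl chemokines and the globins are uncertain to that extent. The labels also give each cell a coverage, a count of reads that was larger than the cell's total in the table; it was used only where it is named. All columns of the count table were matched to a sample by title, and no pair of cells had identical counts.

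Depth per cell ran from 16753 to 7560179 reads in the table, with a median of 1100966. Intervals on shares are exact Clopper-Pearson and those on summed counts exact Poisson, both at 95%. A count of 0 is given with the limit that 3 counts would set. Both intervals and limits cover counting error only, not differences between animals, and they treat reads as independent, which reads without molecular identifiers are not.

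For tests between subtypes, raw counts were summed over the cells of each animal and labelled subtype. The labels name 16 subtypes. Mac I has 1 cell and was left out of tests, and the other 15 had at least 5 cells in each animal, which gave 30 summed libraries. They held from 6024429 reads, in the NK cells of the male, to 235566546 reads, in the Mac III cells of the male. The quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) was run with 1 coefficient per subtype, TMM normalisation, the filterByExpr filter and default settings, which left 15600 genes. All subtypes entered the fit so that groups of 2 animals shared an estimate of the spread. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The SE printed with a log2 fold change was worked back from the test, as the absolute change over the square root of F. The fit did not estimate it directly, so it is approximate, above all where a subtype has few reads of the gene. The common biological coefficient of variation was 1.15. The subtype labels probably rest on expression in these same cells, so calls describe how the labelled classes differ and are not independent evidence that the classes exist.

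There were 8 comparisons between subtypes with related names, chosen before the data were examined, as were the gene lists, the rules below and the alternatives except those named as added. In each comparison the genes named are the 3 with the largest log2 fold change in each direction among those called, changed the same way in both animals, with a mean of at least 50 CPM in the higher subtype. Symbols beginning with Gm and a digit, mt-, Rpl or Rps, or ending in Rik or -ps, were left out. CPM, the usual scaling of counts to the total of the summed library, was computed here without TMM factors. Where a gene had 0 counts in the lower group, the fold is given as a lower bound against 3 counts over the whole group. Where it had 1 to 3 counts, no fold is given. For a list of 82 genes of secreted mediators, matrix and oxidant handling, each subtype was tested against the mean of the other subtypes on the log scale, with adjustment over all tested genes and subtypes and again over the list alone.

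The sexes have 1 animal each, so no test was made between them. Genes were listed where the CPM of the animals differed at least 4-fold, the same way, in each of the 4 largest subtypes and in every pairing of a female with a male plate, with at least 20 CPM in the higher animal. Genes detected per cell and cycling cells were counted after each cell was thinned at random to 100000 reads, which left out 5 shallower cells, 1 each of B cell, Mac V and NK cell from the male and of Mac III and neutrophil from the female. A cell was counted as cycling with at least 5 reads of at least 4 of 10 genes (Mki67, Top2a, Cdk1, Birc5, Ube2c, Cenpf, Nusap1, Tyms, Rrm2 and Ccna2). No doublet caller was run, because the cells had been placed in wells and the labels had already assigned them. The labelled subtypes were checked against 4 marker genes per cell type and were not renamed.

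Libraries of different subtypes come from the same 2 animals, as the labels name them, so they are paired. After the subtype means were removed, the deviations of libraries from the same animal correlated between -0.06 and 0.081 over the 105 pairs of subtypes, with a median of 0.028 and 0 pairs over 0.1. The analysis with the animal as a block was therefore an alternative, and its value is printed beside a result where it changed the call.

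The test was tried on simulated counts, drawn from the means, library sizes and dispersion trend of the real libraries, with 200 genes above 50 CPM changed in each comparison. A first version, with 8-fold changes in genes above 20 CPM, recovered few of them because the dispersion is large, and 64-fold changes and the higher level were then added. With 8-fold changes, 13% of the genes were recovered for DC III against DC I and DC II (15267 genes) and 0% to 0.5% in each of the other comparisons, with 0 false calls and the right sign in 98.5% to 99.5%. With 64-fold changes, 75.5% (Mac III against Mac V, 15228 genes) to 88% (DC III against DC I and DC II, 15258 genes) were recovered, with 1 to 6 false calls per comparison. Every simulation gave all subtypes the same trend, while the real coefficient of variation ran from 0.597 in Mac III to 1.69 in NK cells. The recovered shares and false calls therefore do not cover unequal spread between subtypes. The test of a subtype against the mean of the others behaved differently. With 200 genes raised 8-fold in mast cells alone and 15431 genes tested, 59% (118 genes) were recovered, beside 44 false calls of unchanged genes over the 15 subtypes, so an adjusted p from that test understates the errors.

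The alternatives tried were the animal as a block, RLE size factors, no filter on low counts, a minimum fold change, DESeq2 1.42.0, only the compared subtypes in the fit, cells of the sequencing run shared by both animals (DC35), cells of the CD45 gate, at most 20 cells per library thinned to 100000 reads, and leaving out each animal of each compared subtype. Further alternatives were added after the counts of called genes had been seen: leaving out a row of ribosomal RNA (CT010467.1), which took a median of 7.95% of a cell's reads, the labelled coverage as library size, each cell scaled to the same total, edgeR's newer quasi-likelihood estimate, limma 3.58.1 voom with a weight per subtype, and other comparators for the mediator list and DC III. Shares, detected genes and cycling cells were recomputed by run, gate and plate and with other thresholds. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

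Gene lists added for the closing section were 11 genes of blood progenitors (Cd34, Meis1, Hlf, Erg, Lmo2, Tal1, Itga2b, Zfpm1, Nfe2, Angpt1 and Sox4), 9 of type 2 alveolar cells (Sftpc, Sftpb, Sftpa1, Sftpd, Lamp3, Abca3, Napsa, Cldn18 and Etv5), 8 of translation (Eef1a1, Eef1b2, Eef2, Tpt1, Pabpc1, Naca, Fau and Eef1g), 4 globins (Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2) and 3 of neutrophil granules (Ngp, Camp and Ltf). A further gene of the progenitor list and of the translation list is not reported here; both were taken out after the tests had been run, and the tests were repeated without them.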

Results

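Read counts were examined for 1183 single immune cells from the distal lung of 2 mice at postnatal day 7 after hyperoxia, 598 cells from a female and 585 from a male. The series title asks how different immune cell types modulate the response of the neonatal lung to hyperoxia, and the labels divide the cells into 16 subtypes. All but 10 cells came from plates sorted for CD45, a surface protein of blood-derived cells. The cells of the female held 769330054 reads, with a median of 1086470 per cell, and those of the male 674939228 reads, with a median of 1108593. By subtype the median ran from 589007 reads in neutrophils to 1569766 in IL cells, apart from the single Mac I cell with 2440163.

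The labels for sex were checked first. Of 598 cells labelled female, 0 had 10 or more reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together, which allows a share of up to 0.502%. Among 585 cells labelled male, 0 had 10 or more reads of Xist, the RNA that silences an X chromosome in female cells, which allows up to 0.513%. The Y-linked genes passed that count in 74.9% of male cells and Xist in 79.1% of female cells.

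The markers fixed for each cell type were then compared between labelled subtypes. All 4 markers were higher in B cells, T cells, NK cells, neutrophils, DC I, Mac II and Mac IV than in every subtype of another kind. In mast cells, basophils, DC II, DC III and Mac V this held for 3 of 4 markers, and in IL cells and Mac III for 2 of 4. In mast cell II it held for 1 of 4, Kit, at 275 CPM in the female and 285 CPM in the male. The label NK cell covered a mixed set. Of its 12 cells, 5 had at least 2 NK markers at 50 CPM or more, 5 had at least 2 T cell markers, 3 had both and 2 had no NK or T cell marker at that level.

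Shares of the subtypes were compared between the animals. Mac III was the largest subtype, with 30.4% of the cells of the female (182 of 598, exact interval 26.8% to 34.3%) and 35.6% of those of the male (208 of 585, 31.7% to 39.6%). Neutrophils made up 9.36% (7.15% to 11.99%) in the female and 13.3% (10.7% to 16.4%) in the male, and mast cells 6.52% (4.68% to 8.81%) and 3.42% (2.10% to 5.23%). The single Mac I cell came from the male, and 0 of 598 cells of the female allows a share of up to 0.502%. The exact intervals of the animals overlapped in all 16 subtypes. In 6 subtypes (Mac III, Mac IV, Mac V, neutrophil, mast cell and basophil) both CD45 plates of an animal lay on the same side of both plates of the other. With 1 animal per sex there is no replicate check, and sex cannot be told apart from the animal. The setting that moved a difference most was the sequencing run shared by both animals, where Mac III made up 27.3% in the female and 35.8% in the male. The sign of the difference changed between the first and second plates in 7 of 16 subtypes, Mac II, DC I, DC II, DC III, B cell, IL cell and NK cell. For B cells the shares were 4.17% in the female and 5.14% in the male on the first plates and 8.88% and 3.81% on the second, and for DC I 4.17% and 3.42%, then 1.32% and 4.84%.

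**Figure D1:**
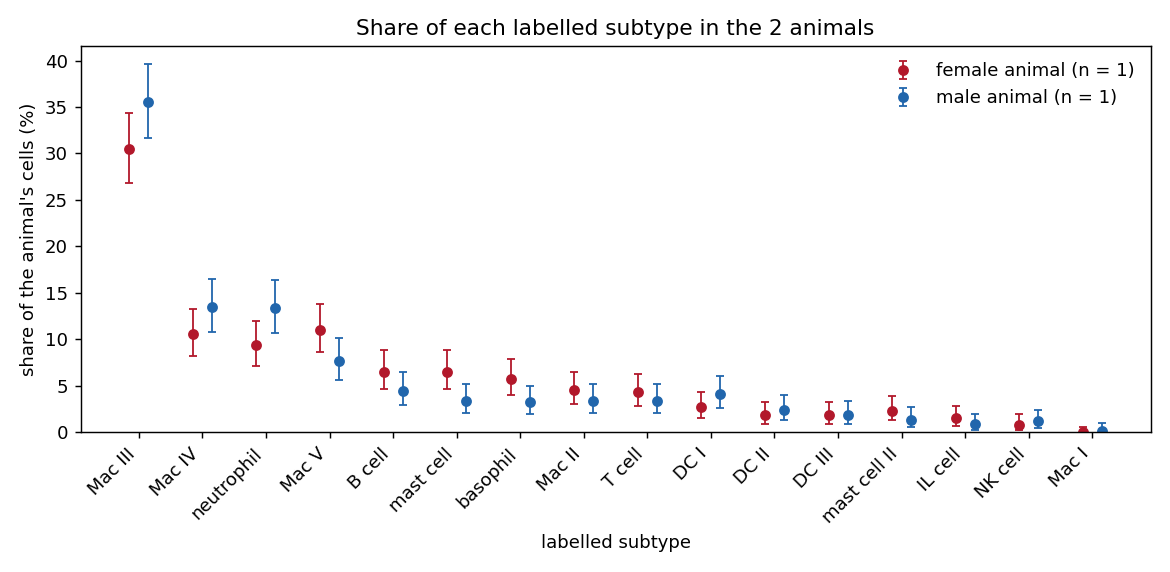
Share of each labelled subtype among the cells of the female and the male animal, in percent of the animal's cells, ordered by the number of cells. Points are the shares, bars are exact 95% intervals that cover counting error only, and the intervals overlap in all 16 subtypes.

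Expression was compared between the animals within the 4 largest subtypes by the rule of size. It listed 3 genes, Xist, higher in the female, and Ddx3y and Eif2s3y, higher in the male. In Mac III, Xist stood at 349.9 CPM in the female (exact interval 347 to 353) and 0.0637 CPM in the male (0.0356 to 0.105). Ddx3y stood at 71.6 CPM in the Mac III cells of the male (70.6 to 72.7) and 0.0143 CPM, from 3 reads, in those of the female. Eif2s3y stood at 39.8 CPM in the male (39.0 to 40.6), at least 2777-fold above the limit set by 0 reads in the female. Kdm5d and Uty were also higher in the male in all 4 subtypes, but Uty was under 20 CPM in all 4 and Kdm5d in 3 of them. In neutrophils they stood at 5.39 CPM for Kdm5d and 1.20 CPM for Uty, and Kdm5d had 283 reads on the first CD45 plate of the male and 0 on the second, so a minimum of 5 CPM did not list it either. A minimum of 100 CPM in place of 20 left 0 genes, as Xist was at 73.99 CPM in the neutrophils of the female.

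Genes detected per cell were compared at 100000 reads. The median was lowest in neutrophils, with 1288 genes in the female and 1390 in the male (1339 ± 72.5, SD, n = 2 animals), against 1754 and 1880 without thinning. It was 1920 ± 17.7 in basophils. At the upper end, Mac III had 4142 ± 158 (SD, n = 2) and mast cell II 4352 ± 546. The difference between neutrophils and Mac III was far larger than the spread between the animals, while the order of Mac III and mast cell II differed between the animals. NK cells had the widest spread, with 3797 genes over 5 cells of the female and 2139 over 6 of the male. Without thinning the mean over subtypes rose from 3042 to 3996, and the lowest and highest subtypes were the same.

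**Figure D2:**
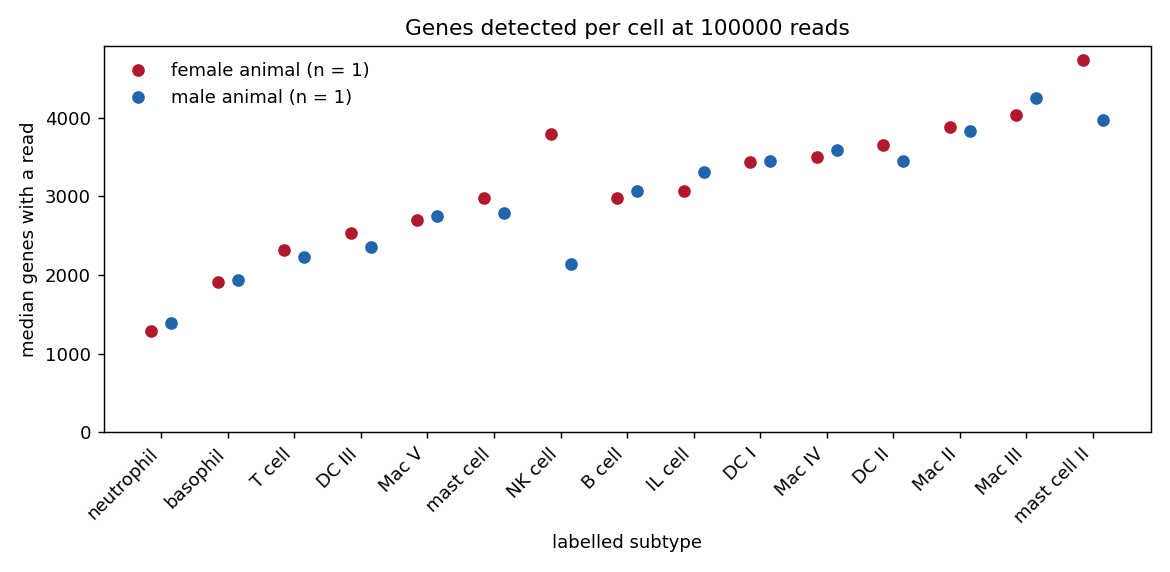
Median number of genes with a read per cell after thinning to 100000 reads, by labelled subtype and animal. Each point is the median of the cells of 1 animal; neutrophils are lowest, at 1288 and 1390 genes.

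Cycling cells were counted by the rule of 4 of 10 genes. Over all subtypes 11.7% of the thinned cells of the female (70 of 596, exact interval 9.27% to 14.6%) and 14.3% of those of the male (83 of 582, 11.5% to 17.4%) met it. The single Mac I cell met it. Among the 15 subtypes with at least 5 cells in each animal the share was highest in mast cell II, with 7 of 14 cells in the female (50%, 23.04% to 76.96%) and 4 of 8 in the male (50%, 15.7% to 84.3%). In Mac III it was 13.3% (8.68% to 19.1%) in the female and 14.9% (10.4% to 20.5%) in the male, and in Mac IV 12.7% and 18.99%. Mac V had 1 cycling cell of 66 in the female and 0 of 44 in the male, which allows up to 6.82%. No cell of Mac II, DC III or basophil met the rule; the limits were 11.1% and 15% in the female and male for Mac II, 8.82% and 15.8% for basophils and 27.3% in each for DC III. Requiring 2 genes raised the mean of the animals from 13% to 19.8%, and requiring 6 lowered it to 9.69%. With 2 genes Mac IV rose to 26.98% in the female and 32.9% in the male, above the intervals of the main rule (upper ends 23.5% and 29.4%). Mac V rose to 7.58% and 6.82%.

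**Figure D3:**
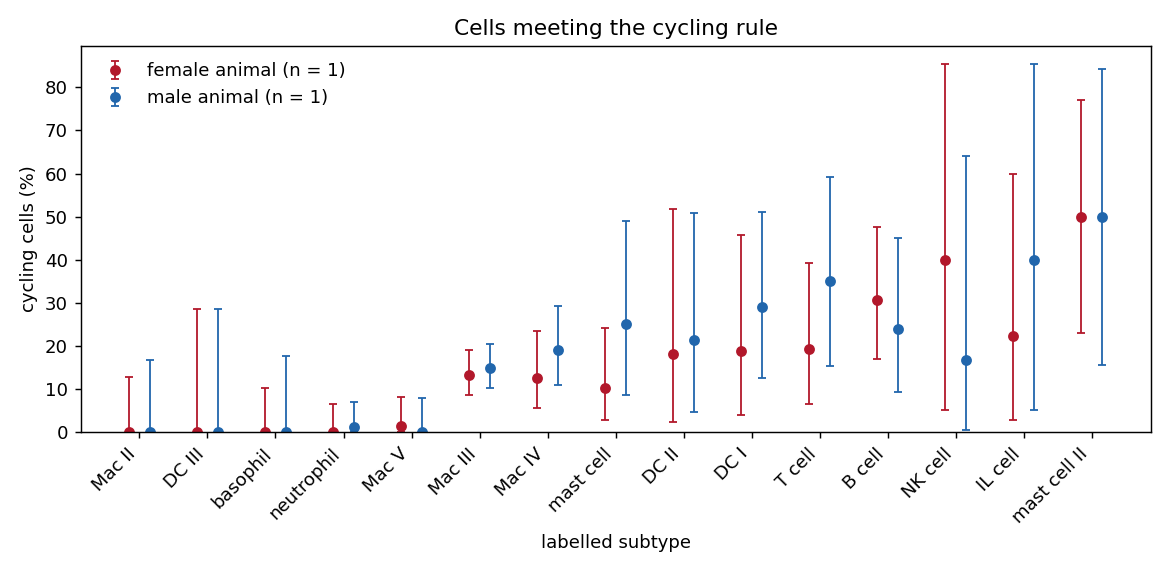
Percent of cells that met the cycling rule, by labelled subtype and animal, without the single Mac I cell, ordered by the sum of both animals. Points are shares and bars are exact 95% intervals for counting error only; mast cell II is highest of the 15 subtypes drawn, at 50% in both animals, with wide intervals.

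Expression was then compared between subtypes of related name with edgeR's quasi-likelihood test on libraries summed per animal, to find how far the labelled classes differ (n = 2 animals per subtype). Simulated differences of 8-fold were rarely called by this test, so a gene that was not called was not shown to be alike. For Mac III against Mac IV, 41 of 15600 genes were called, 8 higher in Mac III and 33 higher in Mac IV. The number depended on how the spread was estimated. It was 1711 with only these subtypes in the fit, 2318 with voom and a weight per subtype, which moved it most, and 9 with cells of the shared sequencing run. The split was also less one-sided, with 752 higher and 959 lower in Mac III in the fit of these subtypes and 983 and 1335 with voom. DESeq2 called 139 higher and 357 lower. Leaving out 1 animal of 1 subtype gave 1 to 17 genes. For Mac III against Mac V 69 genes were called, 20 higher in Mac III and 49 higher in Mac V, whereas DESeq2 called 583 higher and 327 lower in Mac III. For Mac IV against Mac V 26 were called, 15 higher in Mac IV and 11 higher in Mac V, and with the animal as a block 15 and 19; leaving out either Mac V library left 0 genes under edgeR, with 805 genes (without the female) and 742 (without the male) at an unadjusted p under 0.05, while DESeq2 called 917 and voom 1972 on all libraries. For Mac II against Mac III 4 were called, all higher in Mac II. With the animal as a block there were 9, 6 higher and 3 lower in Mac II, and DESeq2 called 83 higher and 303 lower.

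**Figure D4:**
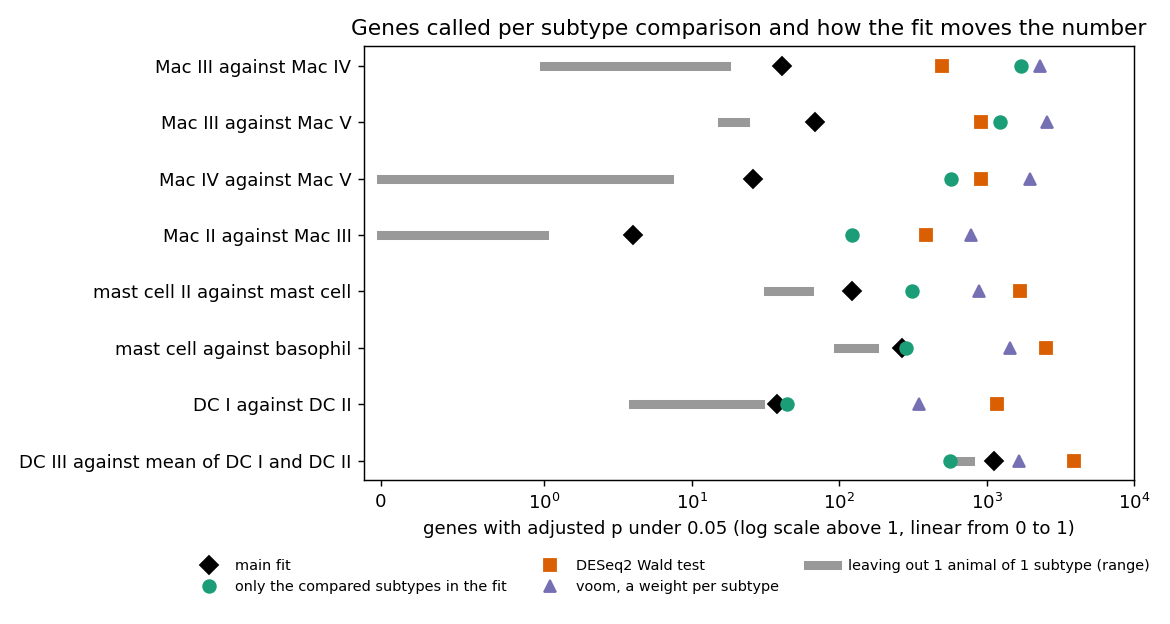
Number of genes with an adjusted p under 0.05 in each of the 8 comparisons, on an axis that is logarithmic above 1. Symbols give the quasi-likelihood fit used throughout and 3 alternatives, and grey bars the range over leaving out 1 animal of 1 subtype; for Mac III against Mac IV the numbers run from 1 to 2318.

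Among the genes named by the rule, C1qa was the largest difference of Mac IV from the other 2 subtypes. It stood at 3916 CPM in the female and 5218 CPM in the male in Mac IV, with 2 reads in all Mac III cells (adjusted p 0.034) and 0 in all Mac V cells (adjusted p 0.0438), at least 197473-fold lower. Ccl7 was at 547 and 1693 CPM in Mac IV, with 1 read in Mac III (adjusted p 0.00432) and 0 in Mac V (adjusted p 0.00981). Ccl12 was at 603 and 1320 CPM in Mac IV, with 4 reads in Mac III and 0 in Mac V. Higher in Mac III than in Mac IV were Wfdc21 (87.1 and 116 CPM, 0 reads in Mac IV, at least 7224-fold), Ear1 (log2 fold change 12.07 ± 2.09, SE, adjusted p 0.0237) and Net1 (7.34 ± 1.55). With the animal as a block, Wfdc21 went from an adjusted p of 0.0455 to 0.068 (0.298 at most over 13 alternatives) and Net1 from 0.048 to 0.0565 (0.406 at most), past the threshold. Over the same alternatives the highest adjusted p was 0.113 for Ear1. Against Mac III and Mac V it was 0.151 and 0.144 for C1qa, 0.246 and 0.298 for Ccl7 and 0.381 and 0.193 for Ccl12, whose calls were lost with DESeq2, voom and the shared run. When 1 animal of 1 subtype was left out, the call of Ccl7 held in 2 of 4 cases against Mac III and 1 of 4 against Mac V, and the other 7 calls named here held in none.

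Higher in Mac III than in Mac V were Ly75, at 473 and 468 CPM with 3 reads in Mac V (adjusted p 0.0216), Car4 (log2 fold change 13.94 ± 2.64, SE) and Dab2 (13.53 ± 2.56). Higher in Mac V were Plac8, at 2691 CPM in the female and 3505 CPM in the male with 2 reads in Mac III (adjusted p 0.022), Ifitm6, at 824 and 989 CPM with 2 reads (adjusted p 0.0113), and Susd3, at 258 and 388 CPM with 1 read. The block moved Car4 from an adjusted p of 0.0364 to 0.0505 (0.972 at most over 13 alternatives) and Susd3 from 0.0468 to 0.0572 (0.149 at most). Ly75 and Ifitm6 were called in all 13, while Dab2 reached 0.43 and Plac8 0.14. Higher in Mac V than in Mac IV were Cyfip2 (log2 fold change in Mac IV -5.28 ± 0.92), Myo1g (-4.47 ± 0.72) and Il17ra (-4.31 ± 0.71). Higher in Mac II than in Mac III were Ccr2, at 631 and 399 CPM against 1.12 and 3.23 (log2 fold change 7.88 ± 1.08, adjusted p 0.0076), Adgre5 (6.06 ± 1.02) and Fyb (5.15 ± 0.83). Over the alternatives the highest adjusted p of these 6 genes was 0.406 for Cyfip2, 0.114 for Myo1g, 0.406 for Il17ra, 0.0815 for Ccr2, 0.505 for Adgre5 and 0.215 for Fyb. Leaving out 1 animal kept Ifitm6 and Ccr2 in 2 of 4 cases each and the other 10 of these calls in none.

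Mast cell II differed from mast cell in 123 genes, 22 higher and 101 lower in mast cell II, and leaving out 1 animal gave 33 to 62. With the labelled coverage as library size the split was 33 higher and 54 lower. The protease genes Tpsb2 and Mcpt4 had 0 reads in all 22 mast cell II cells. In mast cells Tpsb2 stood at 80013 CPM in the female and 85680 CPM in the male, at least 886519-fold higher (adjusted p 0.000829), and Mcpt4 at 18237 and 22410 CPM, at least 217476-fold higher (adjusted p 2.32e-05); both calls held in 4 of 4 cases of leaving out 1 animal. Tpsab1 also had 0 reads in mast cell II (at least 51289-fold, adjusted p 0.0184), and its call held in 1 of 4. Higher in mast cell II were Dnph1 (79.8 and 198 CPM, at least 4138-fold, adjusted p 0.0284), Clec4d (53.5 and 122 CPM with 1 read in mast cells) and Ccr2, whose level came to 93.5% from 1 cell and was found in 3 of 22 cells, so that it describes that cell rather than the subtype. Leaving out 1 animal kept Dnph1 and Clec4d in 1 of 4 cases each and Ccr2 in 4. Over the 13 alternatives other than leaving out an animal the highest adjusted p was 0.118 for Tpsab1 and 0.249 for Dnph1, and the other 4 genes were called in all 13.

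Mast cells differed from basophils in 267 genes, 154 higher in mast cells and 113 higher in basophils, with 98 to 173 when 1 animal was left out. Tpsb2 had 0 reads in basophils and was at least 1907259-fold higher in mast cells (adjusted p 0.000491). Cma1 was at 80934 CPM in the female and 86808 CPM in the male in mast cells, and Mcpt4 at 18237 and 22410 CPM, with 1 read of each in all basophils. Higher in basophils were Ccl6, at 5163 and 9728 CPM with 2 reads in mast cells (adjusted p 6.64e-05), Igsf6, at 225 and 251 CPM with 0 reads in mast cells (at least 7088-fold, adjusted p 3.37e-05), and Perp, at 198 and 215 CPM with 0 reads (at least 6151-fold, adjusted p 0.0302). Leaving out 1 animal kept Tpsb2, Mcpt4, Ccl6 and Igsf6 in 4 of 4 cases, Cma1 in 3 and Perp in none. With voom the call of Ccl6 was lost, at an adjusted p of 0.652. The highest adjusted p over 13 alternatives was 0.0566 for Cma1 and 0.132 for Perp, and Tpsb2, Mcpt4 and Igsf6 were called in all.

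DC I differed from DC II in 38 genes, 4 higher in DC I and 34 higher in DC II, and in 4 to 29 when 1 animal was left out. With each cell scaled to the same total, 25 genes were called and 0 of them were higher in DC I. Other tools split the calls nearly evenly, voom with 176 higher and 171 lower in DC I and DESeq2 with 539 and 635. Cybb was at 677 and 582 CPM in DC II with 0 reads in DC I (at least 12524-fold, adjusted p 0.0144), Plaur at 324 and 99.6 CPM with 0 reads (at least 4219-fold, adjusted p 0.0144), and Mgl2 at 1825 and 1084 CPM with 1 read (adjusted p 0.00248). Gcsam and Gpr141b were higher in DC I, with 0 reads in DC II (at least 2957-fold and 1452-fold). The block moved Gcsam from an adjusted p of 0.0434 to 0.0658 (0.166 at most over 13 alternatives) and Gpr141b from 0.033 to 0.0537 (0.143 at most). The call of Cybb was lost with voom, at an adjusted p of 0.949, and that of Mgl2 with DESeq2, at 0.291, while Plaur was called in all 13. Leaving out 1 animal kept Mgl2 in 3 of 4 cases, Cybb and Plaur in 2 each and Gcsam and Gpr141b in none.

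DC III differed from the mean of DC I and DC II in 1126 genes, 435 higher and 691 lower in DC III, and in 564 to 769 when 1 animal was left out. That mean is taken on the log scale, so a gene with 0 reads in DC I or DC II has a very low mean. Of the calls, 156, all higher in DC III, were of such genes, and among genes with reads in both DC I and DC II there were 970 calls, 279 higher and 691 lower. Ccl5 was at 13847 CPM in the female and 29487 CPM in the male in DC III with 0 reads in DC I and DC II (at least 655337-fold, adjusted p 0.000357). H2-M2 was at 2253 and 725 CPM (at least 45031-fold) and Apol7c at 782 and 732 CPM (at least 22895-fold). Lower in DC III, with 0 reads there, were Naaa (at least 22562-fold, adjusted p 0.00206), Lyz2 (at least 15750-fold, adjusted p 2.43e-06) and Ccr2 (at least 4892-fold, adjusted p 4.65e-06). All 6 calls held in 6 of 6 cases of leaving out 1 animal. With voom the call of Ccl5 was lost, at an adjusted p of 0.975, and the other 5 genes were called in all 13 alternatives.

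The list of mediator, matrix and oxidant genes was tested to place each gene by subtype. Of 82 genes, 79 passed the filter and 77 were called higher in at least 1 subtype than the mean of the others, with the same 77 when adjusted over the list alone. On simulated counts this test gave 44 false calls beside 118 right ones, so its adjusted p-values understate the errors. The number also says little about where a gene is highest, because a subtype with 0 reads pulls the mean of the others far down on the log scale. All 59 tested list genes with 0 reads in at least 1 subtype were called, against 18 of 20 genes with reads in every subtype. Set against the next highest subtype instead, 0 genes were called by edgeR over all tested genes, 1 (Ccl12) when adjusted over the list alone, and 10 had an unadjusted p under 0.05; this comparator was chosen after the first counts were seen and was not run with another tool.

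By mean CPM, 12 of the 77 genes were highest in Mac III, 11 in Mac IV, 10 in DC III, 9 each in neutrophils and basophils and 7 in IL cells. In Mac III these included Ccl6, at 13072 CPM in the female and 16291 CPM in the male, Il1rn at 958 and 771 CPM and Prdx1 at 3263 and 2599 CPM. In Mac IV Ccl2 was at 1187 and 3986 CPM, against a mean of 1616 CPM in mast cells, and Igf1 at 759 and 859 CPM. Hmox1 was at 3744 and 1840 CPM in Mac IV, against a mean of 1952 CPM in Mac III. Neutrophils were highest in Il1b, at 7187 and 5974 CPM, and Mmp9, at 2084 and 1753 CPM. Basophils were highest in Il6, at 3064 and 5111 CPM against 114 CPM in mast cells. They were also highest in Ccl3 at 17848 and 27224 CPM, Osm at 8023 and 5061 CPM and Il4 at 490 and 979 CPM. The mean of Il4 in mast cells was 595 CPM. IL cells were highest in Csf2, at 761 and 241 CPM, and Arg1, at 1771 and 1652 CPM over 14 cells. Some placements rested on 1 cell or 1 animal. For Ccl2, Hmox1 and Il4 the mean of the next subtype lay above the value of 1 animal. The same held for further genes of the 77, among them Spp1, Gclm and Srxn1 in Mac III and Pdgfb in Mac IV. In IL cells Tgfb1 was at 4.9 CPM in the female, against a mean of 84 CPM in Mac II. In Mac II Mmp12 was at 7.73 CPM in the male, against a mean of 132 CPM in DC II. All reads of Il10 in mast cell II and of Timp1 in DC II came from 1 cell each, and 1 cell gave 87.6% of Cxcl3 in IL cells, 86.9% of Cxcl10 in Mac IV, 74.5% of Sod3 in DC III, 71.4% of Ifng in NK cells and 68.1% of Cxcl1 in DC III. Sod1 had its highest mean in DC I, where its adjusted p was 0.0777, and was called in DC III only.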

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

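The test of translation transcripts for the reads outside the count table was repeated with a shorter gene list after its first result had been seen. That test as first made, the test of coverage for those reads and the test of a second cell in the well of the Mac I cell were chosen before their results were seen, though the patterns themselves had been seen.

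A part of each cell's labelled coverage was not in the count table. The share outside it had a median of 14.4% over 1183 cells, which stood out as signal in data that the comparisons do not use. It differed between subtypes in both animals, from 7.54% in the female and 7.88% in the male in neutrophils to 21.6% and 25.6% in T cells. What the labels count as coverage is not stated, so the share may hold reads of genes left out of the table, reads outside genes, or both. Sequencing depth was tested within 8 sets, the 4 largest subtypes in each animal. The cells with lower coverage had the larger share outside in 4 of 8 sets and the smaller in the other 4. The latter were Mac III, Mac IV and Mac V of the female and Mac V of the male. The CD45 plates of the female were of different sequencing runs, with median depths of 833469 and 1342486 reads. Medians of 89.2% and 84.4% of their coverage were in the table. Run and depth were therefore mixed in the sets of the female, and the test leaves depth open. No symbol beginning with mt-, or with Rpl or Rps and a digit, occurs in the table. Messages of the translation machinery are therefore a candidate source. If they were, cells with more of the 8 translation transcripts of the list would have more outside the table; this held in 6 of 8 sets, which does not decide it either. No biological explanation was tested, and the difference between subtypes stays open.

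In 1 neutrophil of the female 95.7% of the labelled coverage of 385943 reads lay outside the table, and 16753 reads remained. The next largest share was 48.6%, in a B cell of the male. This cell stood out for the same reason, a signal outside the table. No test was made on a single cell, and no biological explanation was tested. It was left out wherever cells were thinned to 100000 reads, and it adds little to sums of reads.

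The single Mac I cell, from the male, was in no comparison, and 9 of 10 cycling genes had at least 5 reads in it after thinning. It had 4810 genes at 100000 reads, the 92.9th percentile of the cells labelled Mac. A pair of cells in the same well would raise both numbers. In the test for this, the cell held 2 of 4 DC markers at 50 CPM or more beside 3 of 4 macrophage markers, and at most 1 marker of any other type. DC markers such as Cd74 and H2-Aa are also made by some macrophages, so a second cell cannot be told apart from a cycling macrophage with these genes. With 1 cell, nothing about the subtype Mac I was tested.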

How the results depend on the processing

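The fits with edgeR's newer quasi-likelihood estimate, with voom and a weight per subtype, with the ribosomal RNA row left out, with the labelled coverage as library size and with each cell scaled to the same total, and the other comparators for the mediator list and DC III, were chosen only after the counts of called genes had been seen.

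In what follows counts are of genes called in the order Mac III against Mac IV, Mac III against Mac V, Mac IV against Mac V, Mac II against Mac III, mast cell II against mast cell, mast cell against basophil, DC I against DC II and DC III against DC I and DC II. They were 41, 69, 26, 4, 123, 267, 38 and 1126. How the spread was estimated moved them most. DESeq2 called 496, 910, 917, 386, 1697, 2546, 1174 and 3912. Voom with a weight per subtype called 2318, 2573, 1972, 788, 884, 1440 and 347 in the first 7, and 1661 in the last. The newer edgeR estimate called 490, 468, 207, 8, 375, 717 and 79, and 1500 in the last. With only the compared subtypes in the fit the first 5 gave 1711, 1241, 571, 123 and 311 and the last 564. The spread between animals differed by subtype, with a coefficient of variation from 0.597 in Mac III (390 cells) to 1.69 in NK cells (12 cells). A spread shared by all subtypes may therefore be too wide for the large macrophage subtypes. There voom with a weight per subtype and fits of only the compared subtypes called far more genes. The shared spread, with a common value of 1.15, may be too narrow for DC III, at 1.446, and basophils, at 1.355. With only the compared subtypes in the fit, where fewer genes were tested, 69 of 69 calls of Mac III against Mac V were kept. For mast cell against basophil 125 of 267 were kept, and for DC III 448 of 1126. Direction moved too. DESeq2 called 583 of 910 genes higher in Mac III than in Mac V, where 20 of 69 were, and 303 of 386 lower in Mac II than in Mac III, where all 4 were higher. Voom called 491 of 788 lower there. For DC I against DC II, where 4 of 38 were higher in DC I, voom called 176 higher and 171 lower and DESeq2 539 and 635. With only the compared subtypes in the fit, mast cells had 126 higher and 158 lower calls against basophils, in place of 154 and 113, and DC III 304 and 260, in place of 435 and 691.

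Cells of the shared sequencing run alone, which leaves fewer cells of the female, gave 9, 27, 7, 0, 55, 97, 17 and 604. At the 0, for Mac II against Mac III under edgeR, 611 genes had an unadjusted p under 0.05, and on all cells DESeq2 called 386 and voom 788. At most 20 cells per library, thinned to 100000 reads, gave 83, 125, 46 and 13 in the first 4 and 653 in the last; the cause was not tested. Leaving out 1 animal of 1 subtype, with the remaining library taken to vary like the other subtypes, gave 1 to 17, 16 to 23, 0 to 7, 0 to 1, 33 to 62, 98 to 173, 4 to 29 and 564 to 769. The 0 for Mac II against Mac III came without the male Mac III library, with 406 genes at an unadjusted p under 0.05; those for Mac IV against Mac V came without either Mac V library, with 805 and 742.

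With the animal as a block (the pairing) Mac II against Mac III gave 9 genes, 6 higher and 3 lower in Mac II, and 6 of the 44 named genes lost their call, as given with each of them. The block changed no other call of a named gene and moved no other count by more than 1.5 times. It changed the split for Mac IV against Mac V, to 15 higher and 19 lower in Mac IV against 15 and 11. Scaling changed the split of higher and lower calls in some comparisons. Higher calls in Mac IV against Mac V were 15 of 22 with RLE size factors and 14 of 35 with each cell scaled to the same total, against 15 of 26. Those in mast cell II were 33 of 87 with the labelled coverage, against 22 of 123. With each cell scaled alike they were 14 of 43 for Mac III against Mac IV, 4 of 5 for Mac II against Mac III, and 0 of 25 for DC I against DC II. None of the 44 named genes reversed under any alternative run, and 15 kept their call in all 13 alternatives other than leaving out an animal. Voom gave the highest adjusted p-values, 0.975 for Ccl5 in DC III, 0.972 for Car4, 0.949 for Cybb and 0.652 for Ccl6 in basophils; the cause was not tested. Of the 188 cases of leaving out 1 animal, 84 kept the call. The shared run kept 23 of 44 calls, voom 31, DESeq2 37 and 20 cells 38.

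For the mediator list, alternatives of the fit gave 62 (voom) to 79 (no filter) genes, against 77. Against the next highest subtype there were 0 by edgeR, with 10 at an unadjusted p under 0.05, and 18 list genes with counts in every subtype were called. Of the calls of DC III, 970 were of genes with counts in DC I and DC II.

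Of 64 differences in subtype share between the animals under other runs, gates and plates, 53 stayed within the intervals. The rest, as female minus male percentage points, were, on the first plates, Mac I 0, Mac III -1.93, basophil 0.0523, B cell -0.97 and T cell 0.381; on the second, DC I -3.53, DC III -1.07 and B cell 5.08; and in the shared run DC I -2.82, DC III -1.24 and B cell 4.41. Between the first and second plates 7 of 16 subtypes changed sign, B cells and Mac II (-0.985 to 3.15), DC I (0.742 to -3.53), DC II (0.0285 to -1.12), DC III (0.376 to -1.07), IL cells (-0.675 to 1.96) and NK cells (0.357 to -0.726). Genes detected per cell, 3042 as a mean over subtypes, became 3996 without thinning, 2776 at 50000 reads and 2217 at 5 reads per gene. Neutrophils stayed lowest and mast cell II highest in all 5 alternatives. Cycling cells, 13% as a mean of the animals, became 19.8% with 2 genes and 9.69% with 6. Of 90 shares by subtype, 85 stayed within their intervals. With 2 genes Mac IV moved from 12.7% in the female and 18.99% in the male to 26.98% and 32.9%. The rule for the sexes gave the same 3 genes in the shared run, at 2-fold and at 5 CPM, and 0 at 100 CPM, since Ddx3y and Eif2s3y stay under that level in all 4 subtypes and Xist is at 73.99 CPM in neutrophils.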

Other observations

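The tests chosen only after the result was seen are those of depth and of red blood cells for mast cell II, of surfactant transcripts for Slc34a2, of type 2 genes for the DC I cell, of doublets for the neutrophils and of chance detection for Mac V. Of these, the tests on depth, on Slc34a2 and on the DC I cell replaced first versions whose values had been seen and which did not decide the question. The first had compared genes at equal depth, at least 1.42 times as many in mast cell II as in mast cells. The second had taken the most widespread of 9 type 2 genes, Napsa, found in 50.9% of cells. The third had taken the level of the highest other type 2 gene, Lamp3 at 590 CPM. The test of progenitor genes was repeated with a shorter list after its first result had been seen.

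The cells labelled mast cell II held few mast cell transcripts. Cpa3 was at 34.1 CPM in the female and 125 CPM in the male, against 29021 and 19032 CPM in mast cells, and Tpsb2 had 0 reads. Kit was found in all 22 cells. Car2, at 1873 and 892 CPM, Gata2, at 528 and 453 CPM, and Lmo2, at 633 and 519 CPM, were among the genes present. The median depth was 1605907 reads against 1070058 in mast cells in the female and 1024138 against 1467588 in the male. Loss of transcripts at low depth was argued against by the 4 mast cell markers. Mast cells thinned to 100000 reads, below the 159395 reads of the shallowest mast cell II cell, held a mean of 3.67 of them in the female and 3.65 in the male. Mast cell II cells at full depth held 1.14 and 1.5, at least 2.15 fewer in either animal. The cell cycle alone was argued against as well, since among cells outside the cycling rule Cpa3 was at least 574 times higher in mast cells than in mast cell II in both animals. Red blood cell precursors or their RNA stay open. Hbb-bt reached 345 CPM in the male and 27.1 CPM in the female, while Hba-a1 and Hba-a2 had 0 reads. Klf1 was at 313 CPM in the female and 96.9 CPM in the male, with at least 5 reads in 10 of 22 cells. Its highest level in another subtype was 0.324 CPM, in mast cells. A programme of blood progenitors may also contribute. Of 11 progenitor genes, 3 (Lmo2, Angpt1 and Sox4) were highest in mast cell II in both animals, where 5.52% of 10509 genes at 5 CPM or more were, and mast cells also express several of the 11, so the number does not decide it. What the label stands for stays open.

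Slc34a2, a phosphate transporter gene of type 2 alveolar cells, had a read in 98.9% of 1178 cells at 100000 reads, as widely as Actb or B2m, and in at least 95.5% of every subtype. RNA of type 2 cells in every well was argued against, since among the 4 surfactant genes of those cells the most widespread, Sftpc, was found in 7.89% of cells. The median level was highest in neutrophils, at 524 CPM in the female and 478 CPM in the male, and 136 and 137 CPM in Mac III. That order across subtypes had been seen before the next test. Within a subtype of 1 animal, the cells with fewer genes had the higher median level in 7 of 8 sets, the exception being Mac III of the male. A fixed amount per well that does not come from the cell, such as a reagent or a sequence shared with it, would give this pattern. Cells with little RNA of their own would dilute it least. No other gene found in nearly every cell, such as Actb or B2m, was compared in the same way. The 7 of 8 sets therefore do not tell such a source from a gene that the cells express widely. The reads themselves were not used here, so where on the gene they fall was not tested, and no biological explanation was tested.

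In 1 DC I cell of the male, Sftpc took 22.5% of 1600824 reads, or 224717 CPM, while the next highest DC I cell had 1201 CPM. It also held reads of 7 of 8 other type 2 genes, against at most 4 in the other 39 DC I cells, with Lamp3 at 590 CPM and Cldn18 at 299.8 CPM. A type 2 cell or its RNA in the well is a candidate explanation. Summed over the 40 DC I cells of both animals, Sftpc stood at 6088 CPM, although the median of the other DC I cells was 0 CPM. Napsa and Abca3 are expressed in other DC I cells as well.

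Neutrophils held a subset with granule transcripts. Ngp was found in 29 of 134 cells, 16.1% (exact interval 7.62% to 28.3%) in the female and 25.6% (16.4% to 36.8%) in the male. In those cells Camp stood at 14783 CPM and Ltf at 16627 CPM, against 12.3 and 0.155 CPM in the others, and Il1b at 939 CPM against 9138 CPM. These are cells picked by 1 of the genes, so the contrast is a description. An origin in 1 animal or plate was argued against, since the lowest share on the 4 CD45 plates was 14.3%. Doublets stay open. At least 2 markers of another type were found in 27.6% of the cells with Ngp (12.7% to 47.2%) and 41.9% of those without (32.3% to 51.9%), with overlapping intervals. Without macrophage markers the numbers were 0 of 29 and 2 of 105, too few to decide. Cells with Ngp had more genes at 100000 reads, with a median of 1760 against 1289, and more reads, with 867309 against 545341, as doublets would. Elane was at 0 CPM in both sets. A difference in maturity is a hypothesis that was not tested.

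Mac V divided by Ly6c2 and Ace. Of 110 cells at 100000 reads, 46 had Ly6c2 alone, 47 Ace alone, 8 both and 9 neither. Chance detection was argued against, since independent detection would give 27 cells with both. An origin in 1 animal was argued against, since cells with Ace alone made up 48.5% (36.0% to 61.1%) of Mac V in the female and 34.1% (20.5% to 49.9%) in the male. Other genes followed the division in both animals. Ccr2 was at 1017 and 1267 CPM beside Ly6c2 and 141 and 83.9 CPM beside Ace, and Fcgr4 at 23.4 and 84.6 CPM against 852 and 486 CPM. Ly6c2 with Ccr2 and Ace with Fcgr4 are known from 2 kinds of blood monocyte, so Mac V may hold both, a hypothesis found and tested on the same cells.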
